A study of Homo sapiens with 9 samples. Its data were reported in "A miR-125b/CSF1-CX3CL1/tumor-associated macrophage recruitment axis controls testicular germ cell tumor growth" (2018).

How the data were processed

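RNA of NCCIT cells was sequenced on the BGISEQ-500 platform in 9 libraries, 3 each of cells transfected with miR-125b agomir (25 nM), miR-125b antagomir (50 nM) or non-targeting control oligonucleotide (25 nM). The antagomir dose thus differed from that of the control, and the labels name a single control for both oligonucleotides. The submitters' processing notes name HISAT or HISAT2, Bowtie or Bowtie2 and the genome build hg18, without versions. The program that counted reads is not given in the sources used here. The deposited tables hold an expected count for each gene, the estimated number of its reads with shared reads split in fractions. They also hold the authors' FPKM, fragments scaled to transcript length and library size, and a transcript length weighted over isoforms. Genes at 0 are not listed, and the lowest listed FPKM is 0.01. Library totals ran from 18649739 to 19713176 expected counts.

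Groups were taken from the sample titles. Expected counts were rounded, genes missing from a library were set to 0, and genes with low counts were removed with filterByExpr, which left 13769 genes. With edgeR 4.0.16 in R 4.3.3, TMM factors were computed and a quasi-likelihood model with the 3 groups was fitted to all 9 libraries, with 6 residual degrees of freedom and a biological coefficient of variation of 17.5%. Each pair of groups was compared with the quasi-likelihood F test, two-sided, with no fold minimum, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. The SE of a log2 fold change was taken as its size over the square root of F. CPM values use the TMM factors, with a prior count of 2 on the log2 scale. DESeq2 1.42.0 was run beside edgeR. The model and the threshold were tested on simulated data with 200 genes per arm changed by known folds, spread over 1.5, 2 and 4.

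In all, 22 gene lists were fixed, among them genes of macrophage recruitment, cohesin genes and the 125 listed genes, which the study chose on these samples, and known targets of miR-125b, chemokines and myeloid growth factors, NF-kB targets, interferon response, immediate early genes, pluripotency, differentiation, cohesin and condensin, kinetochore and mitosis, DNA replication, heat shock, unfolded protein response, microRNA machinery, ribosomal proteins, oxidative phosphorylation, replication-dependent histones, macrophage markers and fibroblast markers. Each was tested in the 3 comparisons with camera in limma 3.58.1, with a preset correlation between genes of 0.01 and with an estimated correlation, and p-values were adjusted over the 66 tests. For each list, genes past the threshold were also counted with p-values adjusted over the list alone.

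GC content and 3′ UTRs came from the GENCODE 29 annotation of GRCh38, matched for 16683 genes by RefSeq transcript and 221 by symbol, so that 99.1% of genes had a GC content and 16664 a 3′ UTR. No coordinate was converted between builds. Trends were described by Spearman correlations across the 12734 genes with a mean of at least 1 CPM, and removed from each library by loess (span 0.3) on GC content and log2 length, entered as offsets. Matches to the miR-125b seed (8mer, 7mer-m8 and 7mer-A1, the 7mer-m8 being CTCAGGG) were searched in the 3′ UTRs, and the shift of genes with CTCAGGG was ranked among those of 420 7mers of the same base composition. Opposite changes were counted at a fold of at least 1.3 or at most 0.75 with an unadjusted p under 0.05 in both arms. The folds are those of the study, which does not say whether its p was adjusted or had to pass in both arms, so the rule on p was chosen here. The same count was made in 50 sets of simulated unchanged groups that shared the NC libraries. Intervals (95%) of the share of a median left after trend removal came from 2000 bootstrap draws of genes. The 9 libraries were held fixed in these draws, so the intervals do not measure the spread between libraries.

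The comparisons, tests, lists, alternatives and the rule for named genes were chosen before the data were examined. The rule took, in each comparison with NC and in each direction, the 8 genes with the largest change among those past the threshold with at least 5 CPM on average and no overlap between groups, and where fewer than 4 met this, genes with the smallest unadjusted p filled up to 4. In agomir against antagomir it took 6 per direction. It added up to 4 members of each list with the smallest p, and always CSF1, CX3CL1, LTA, AIMP1, CD83, BCL3, RELB, NFKB2, NFKBIA, IRF1, JUNB, SMC2, SMC3, SMC4, STAG1, STAG2, PDS5B, SGO1, LIN28A, LIN28B, GAPDH and ACTB. Other genes named in the text were chosen after their values were seen. LIN28B was not among the genes tested and is not analysed here.

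Alternatives were RLE and upper-quartile factors, DESeq2, no count filter, a mean of at least 5 CPM, limma on log2(FPKM + 0.1) or log2(FPKM + 1) for genes of at least 0.5 FPKM in 3 libraries, limma without that filter, a block for the replicate number, removal of the length and GC trend with and without that block, only the 6 libraries compared, each of the 9 libraries left out in turn, adjusted p-values and fits without moderation for opposite changes, and for seed matches 8mers only, at least 2 sites and matching on 3′ UTR length. The replicate numbers did not pair the libraries throughout, though a pairing of some cannot be excluded. In 9 pairs of libraries with the same number in different groups, residual correlations ran from -0.16 to 0.54, with 5 above 0.1. In pairs with different numbers they ran from -0.59 to 0.38. Only 2 libraries, NC 1 and agomir 2, correlated best with their own number in both other groups. Between replicates of a group the chi-square per gene ran from 7.97 to 56.6 in 9 pairs, so replicates differed by more than counting noise. All 9 libraries were used in the main analysis. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.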

Results

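Gene expression was measured by RNA sequencing in NCCIT, a human embryonal carcinoma cell line that models a malignant germ cell tumour of the testis. The cells had been transfected with an agomir, a stabilised mimic of the microRNA miR-125b, at 25 nM, with an antagomir, a modified antisense oligonucleotide that blocks miR-125b, at 50 nM, or with a non-targeting control oligonucleotide (NC) at 25 nM. Each of the 3 groups held 3 libraries. Expected counts summed to 19598455, 19161761 and 19713176 in NC, to 19538861, 19447109 and 19596945 with agomir and to 19629529, 19672635 and 18649739 with antagomir. Between 15475 and 15706 genes were listed per library, 17056 in any of the 9 libraries and 14479 in all of them. The listed transcripts were protein-coding, so miR-125b itself was not measured. The labels do not say whether the 3 samples of a group came from separate transfections, so p-values measure only the spread between samples. Changes are log2 fold changes ± SE with n = 3 libraries per group, and adjusted p-values come from edgeR or, for gene lists, from camera in limma.

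The comparison of agomir with NC asked which transcripts follow an added excess of miR-125b. No gene passed the test in either direction. Among the genes with the smallest unadjusted p, all with an adjusted p of 0.997, were OXR1, a gene of oxidation resistance, at 0.54 ± 0.17, HMMR, a hyaluronan receptor that also binds the mitotic spindle, at 0.59 ± 0.20, and TNFRSF11B, the decoy receptor osteoprotegerin, at 0.52 ± 0.18. On the lower side stood DUSP9, a phosphatase of MAP kinases, at -0.53 ± 0.19, U2AF1L5, at -0.82 ± 0.29, SPNS3, at -0.39 ± 0.14, and the hair keratin KRT81, at -0.34 ± 0.12. Reads of U2AF1L5 cannot be fully separated from those of its paralog U2AF1. The read-through gene ATP5J2-PTCD1, at 6.66 ± 2.21, has the same limit, since it shares its exons with its neighbours.

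Genes of chromosome cohesion and condensation lay above NC as a group with agomir, without passing singly. All 8 cohesin and condensin genes that the study named had positive values, with a median of 0.47. They included SMC2 and SMC4, the core ATPases of condensin, at 0.46 ± 0.19 and 0.47 ± 0.19, SMC3, a core subunit of cohesin, at 0.47 ± 0.22, PDS5B, a regulator of cohesin, at 0.52 ± 0.20, SGO2, a protector of centromeric cohesion, at 0.58 ± 0.25, and STAG1 and STAG2, alternative cohesin subunits, at 0.41 ± 0.28 and 0.48 ± 0.28. Their list had an adjusted p of 2.75e-07 with the preset correlation, but the adjusted p was 0.468 with an estimated correlation. The study chose these genes on the same samples, so the list is not independent evidence. A wider list of 28 cohesin and condensin genes, 7 of them from the study, had a median of 0.26 with 25 positive members (adjusted p = 2.75e-07, and adjusted p = 0.468 with an estimated correlation). A list of 42 kinetochore and mitosis genes, 14 of them from the study, had a median of 0.31 with 36 positive members (adjusted p = 3.92e-13, and adjusted p = 0.468 with an estimated correlation). Examples were the spindle motors KIF14, at 0.61 ± 0.22, and KIF15, at 0.52 ± 0.19, NDC80, which couples kinetochores to microtubules, at 0.43 ± 0.17, and the cytokinesis gene ANLN, at 0.54 ± 0.23. Without agomir 2 the median of the study's cohesin genes was 0.31. In no member of these lists was the gene-level test passed, over all genes or adjusted over the list alone.

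These mitotic genes are poor in G and C, and the fold changes followed GC content across genes. Genes are not independent replicates, and the Spearman correlation of the log2 fold change with GC content across 12734 genes was -0.70. The fifth of genes with the lowest GC content (up to 42.2%) had a median of 0.21, and the fifth with the highest (from 59.6%) a median of -0.11. Median GC content was 38.0% in the cohesin genes of the study, 40.7% in the wider list and 41.1% in the kinetochore list, against 50.6% in all genes tested. After the trend on GC content and length had been removed from each library, the medians of these lists were 0.20, 0.08 and 0.14. The lists still passed with the preset correlation (adjusted p = 0.0020, 3.7e-05 and 2.7e-10 by camera). They did not with an estimated correlation (adjusted p = 0.457, 0.222 and 0.222).

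Inflammatory transcripts lay below NC with agomir, but only while the library NC 3 was included. The list of 37 targets of NF-kB, the transcription factor of inflammatory signalling, had a median of -0.73 with 35 negative members. Examples were CXCL8, CXCL1 and CXCL2, chemokines that attract neutrophils, at -4.20 ± 1.96, -3.82 ± 1.83 and -3.87 ± 1.91, TNFAIP3 and NFKBIA, feedback inhibitors of NF-kB, at -2.46 ± 1.25 and -1.08 ± 0.62, and RELB and NFKB2, subunits of its non-canonical form, at -0.62 ± 0.36 and -0.50 ± 0.28. The list had an adjusted p of 2.75e-07 with the preset correlation, and an adjusted p of 0.571 with an estimated correlation. The study had chosen 10 of its 37 genes on these samples, so the list is not fully independent evidence in any comparison. Its mean level, as log2 CPM minus the mean of the 9 libraries, was 1.33 in NC 3 but -0.72 and -0.94 in NC 1 and NC 2, and -0.30, -0.72 and -0.83 in the agomir libraries. Without NC 3 the median of the list was 0.07. The 13 chemokines and myeloid growth factors, 7 of them in the NF-kB list and 2 from the study, had a median of -0.73 with 0 positive members (adjusted p = 0.00170, and adjusted p = 0.468 with an estimated correlation). Among them CSF2, a growth factor of granulocytes and macrophages, was at -2.47 ± 1.28. The 25 immediate early genes, the first to respond to growth signals and stress, had a median of -0.22 (adjusted p = 0.00112, and adjusted p = 0.614 with an estimated correlation), with FOSB at -0.58 ± 0.33 and JUNB at -0.48 ± 0.33. Their median was 0.10 without NC 3 and -0.12 without agomir 2, neither past the test, and -0.39 and -0.43 without NC 2 or agomir 1. The median of the chemokines missed the test without NC 3, at -0.07, and was -2.09 without agomir 1, with 14 of its genes tested.

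Genes reported elsewhere as direct targets of miR-125b lay slightly below NC. Of 28 tested, 20 had negative values, and the median was -0.11 (adjusted p = 0.0414, and adjusted p = 0.571 with an estimated correlation). They included BAK1, a pro-apoptotic gene, at -0.17 ± 0.12, BCL3, an atypical member of the NF-kB inhibitor family, at -0.66 ± 0.43, and TOR2A, at -0.20 ± 0.12. LIN28A, a pluripotency factor and known target, was at 0.23 ± 0.36, and its relative LIN28B was not among the genes tested. The list missed the test without NC 3, agomir 1 or agomir 2, with medians of -0.02, -0.11 and -0.05, and with the trend on GC content and length removed, with -0.03 (adjusted p = 0.344). The reference genes GAPDH and ACTB were at -0.05 ± 0.16 and -0.08 ± 0.19.

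By edgeR, 0 of 13769 genes were called higher and 0 lower at an adjusted p under 0.05, and the smallest adjusted p was 0.997. At an unadjusted p under 0.05, 97 genes were higher and 61 lower, against 688 by chance, and DESeq2 also called 0 and 0, with 114 higher and 62 lower unadjusted. In 8.92% of genes the agomir and NC libraries did not overlap, against 10% by chance. In simulated data for this comparison on 13664 genes, the test recovered 14.9% of genes changed 1.5-fold, 55.2% of those changed 2-fold and 98.5% of those changed 4-fold. Changes of 2-fold or less were thus often not detectable at this depth and replication. Some NF-kB targets named above, whose NC libraries differed widely, missed the test at larger changes than 4-fold.

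The comparison of antagomir with NC asked which transcripts follow the blocking of the cells' own miR-125b. In this comparison 3 transcripts fell: EIF3A, a subunit of the translation initiation factor eIF3, with -1.02 ± 0.12 (adjusted p = 0.0367), ZC3H13, a subunit of the RNA m6A methyltransferase complex, with -1.27 ± 0.16 (adjusted p = 0.0367), and RANBP2, a nuclear pore protein, with -1.18 ± 0.16 (adjusted p = 0.0451). No gene rose. The transcript next by unadjusted p was TAF15, an RNA-binding protein, at -0.74 ± 0.12 (adjusted p = 0.110). Among the genes with the smallest p on the higher side were SLC52A3, a riboflavin transporter, at 0.42 ± 0.12, NR1D1, a repressor of the circadian clock, at 0.63 ± 0.18, and FNTB, a subunit of protein farnesyltransferase, at 0.76 ± 0.22.

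Mitotic chromosome genes lay below NC with antagomir. All 8 cohesin and condensin genes of the study had negative values with a median of -0.82, and 7 of them fell when adjusted over the list alone, which is not independent evidence because the study chose them on these samples. SMC2, SMC4 and SMC3 were at -1.13 ± 0.20, -1.03 ± 0.19 and -1.07 ± 0.23, STAG2 and PDS5B at -0.84 ± 0.28 and -0.61 ± 0.20, SGO1, a protector of centromeric cohesion, at -0.65 ± 0.26, and STAG1 at -0.50 ± 0.28. In the wider list of 28, whose median was -0.44, 0 passed over all genes by edgeR, 7 were called lower by DESeq2, and 11 fell by edgeR when adjusted over the list alone, with ESCO1, an acetyltransferase of cohesin, at -1.23 ± 0.26 and SMC6 at -1.21 ± 0.25. Of the 42 kinetochore and mitosis genes, 0 passed over all genes by edgeR, 4 were called lower by DESeq2, and 10 fell by edgeR when adjusted over the list alone, with a median of -0.39. CENPE and CENPF, kinetochore proteins of mitosis, were at -1.34 ± 0.29 and -1.19 ± 0.26, and NUF2, the partner of NDC80, at -1.06 ± 0.25. Without antagomir 1 the medians of the wider list and the kinetochore list were -0.17 and -0.20, and without antagomir 2 that of the wider list was -0.69. The adjusted p of the 3 lists was 5.63e-08, 1.47e-05 and 1.86e-07 with the preset correlation, and the adjusted p was 0.468 for each with an estimated correlation.

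Chaperones and parts of other machinery were lower singly rather than as lists. Over all genes, edgeR called 0 heat shock, 0 DNA replication and 0 microRNA machinery genes lower, and DESeq2 called 1, 2 and 2. HSP90AA1, the inducible cytosolic HSP90, was at -1.22 ± 0.23 (adjusted p = 0.110), HSP90B1, its counterpart in the endoplasmic reticulum, at -0.85 ± 0.16 (adjusted p = 0.110), and HSPH1 and HSPD1 at -0.56 ± 0.15 and -0.56 ± 0.16. Of 19 heat shock genes 3 fell when adjusted over the list alone, and the list had an adjusted p of 0.227. Of 37 DNA replication genes 1 fell when adjusted over the list alone, with a median of -0.08 that missed the threshold, and the DNA polymerase subunit POLA1 was at -0.74 ± 0.15. Of 13 genes of microRNA processing and silencing 2 fell when adjusted over the list alone, with TNRC6A and TNRC6B, scaffolds of microRNA silencing, at -0.74 ± 0.15 and -0.68 ± 0.17, while the list's median was -0.03 (adjusted p = 0.391).

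The libraries of this comparison also differed by GC content, mainly through antagomir 1. Across 12734 genes the Spearman correlation of the fold change with GC content was 0.48, with a median of -0.28 in the fifth of genes lowest in GC content and of 0.06 in the highest. The deviation of a single library from the mean of all 9 correlated with GC content at 0.82 in antagomir 1, against -0.09 and 0.20 in antagomir 2 and 3 and between -0.22 and 0.10 in NC. With the trend on GC content and length removed from each library, the median of the study's cohesin genes was -0.50, that of the wider list -0.23 and that of the kinetochore list -0.16, and 0 genes were called. These lists still passed with the preset correlation (adjusted p = 2.2e-06, 0.00011 and 0.00013 by camera). They did not with an estimated correlation (adjusted p = 0.217, 0.222 and 0.536).

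NF-kB targets lay above NC in 36 of 37 members, with a median of 0.74 (adjusted p = 2.98e-10, and adjusted p = 0.476 with an estimated correlation), but not in every antagomir library. NFKBIA was at 1.03 ± 0.61, RELB at 0.63 ± 0.36, BCL3 at 0.68 ± 0.42, NFKB2 at 0.46 ± 0.28, and RELA, the canonical subunit, at 0.36 ± 0.13. The median was 0.14 without antagomir 2 and 0.47 without NC 2, and 1.45 and 1.11 without NC 3 or antagomir 1. The mean level of the list was 1.95 and 1.01 in antagomir 2 and 3 but -0.79 in antagomir 1. Chemokines and myeloid growth factors had a median of 0.76 (adjusted p = 0.00270, and adjusted p = 0.468 with an estimated correlation), with CCL2, an attractant of monocytes, at 2.25 ± 1.15 and CCL5 at -0.99 ± 0.51. Without antagomir 2 their median was 0.17 and missed the test, and without antagomir 1 it was 1.49. Immediate early genes were positive in 24 of 25 members, with a median of 0.41 (adjusted p = 4.21e-08, and adjusted p = 0.468 with an estimated correlation), JUNB at 0.55 ± 0.33 and DUSP1 at 0.50 ± 0.23, and medians of 0.24 without NC 2 and 0.75 without NC 3. IRF1, an inflammatory transcription factor, was at 0.51 ± 0.32. The 24 interferon response genes, by contrast, had a median of -0.04 (adjusted p = 0.944), with IFIT3 at -0.92 ± 0.49 and IFIT1 at -0.35 ± 0.26.

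Known targets of miR-125b lay slightly above NC on average, the opposite side from agomir, but not in every antagomir library. Their mean level, as log2 CPM minus the mean of the 9 libraries, was 0.26 and 0.22 in antagomir 2 and 3. It was also high in NC 3, at 0.25, against -0.08 and -0.24 in NC 1 and NC 2. In antagomir 1 it was -0.16, below the agomir libraries at 0.02, -0.15 and -0.12. Of 28 tested, 23 had positive values with a median of 0.13 (adjusted p = 0.00430, and adjusted p = 0.476 with an estimated correlation), BAK1 at 0.23 ± 0.12, and the median was 0.20 without antagomir 1. LIN28A, at -0.69 ± 0.39, lay on the other side, as did POU5F1, a core factor of pluripotency, at -0.48 ± 0.29. GAPDH and ACTB were at 0.07 ± 0.16 and -0.03 ± 0.19.

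By edgeR 0 genes rose and 3 fell, while at an unadjusted p under 0.05, 129 were higher and 1152 lower. DESeq2 called 3 higher and 223 lower, with 310 and 1075 unadjusted, and included the 3 genes of edgeR. The count was 15 without NC 3, and it was 0 when NC 1, NC 2 or any library of the other groups was left out. In 14.8% of genes the libraries of both groups did not overlap, against 10% by chance.

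**Figure D1:**
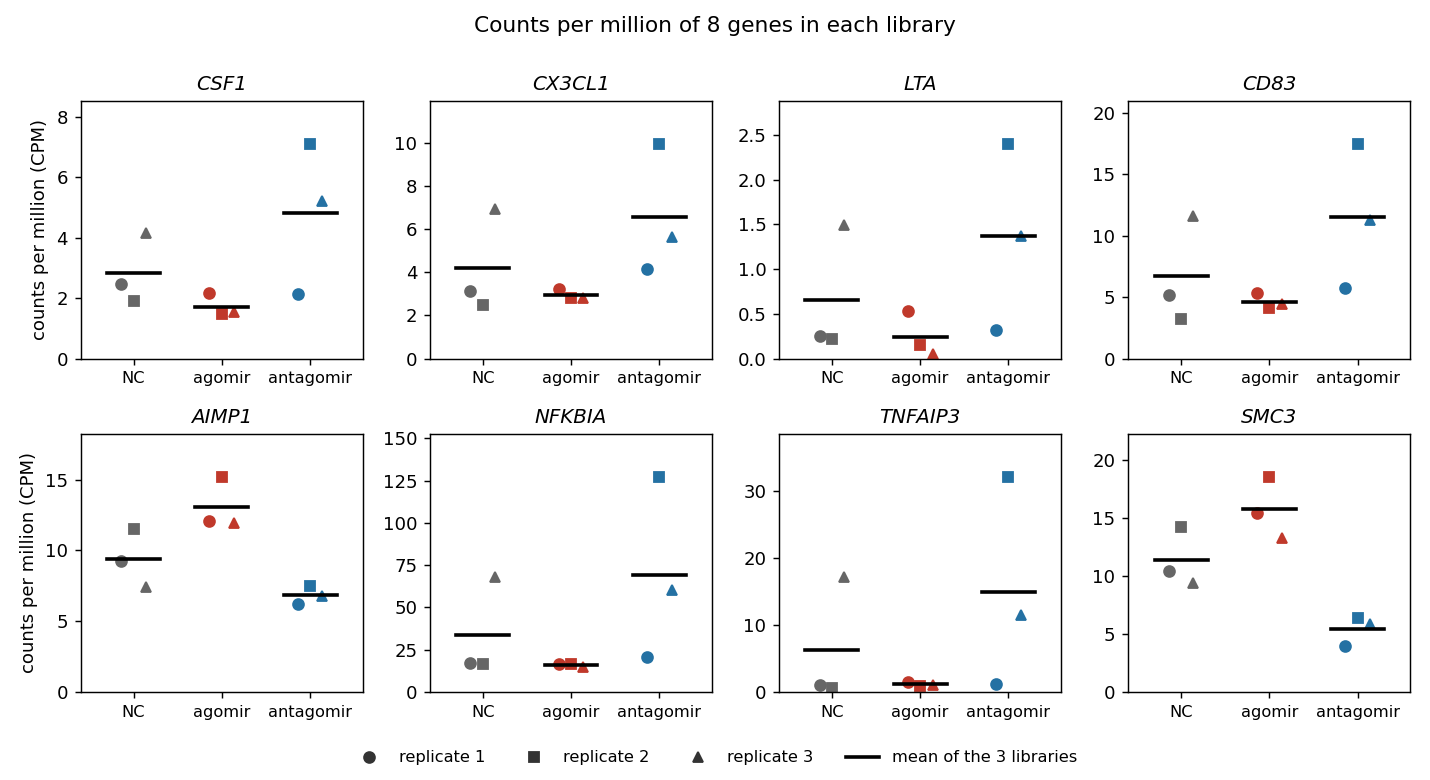
Counts scaled to library size (CPM) of 8 genes in each of the 9 libraries, with a point per library, a symbol per replicate number, and a black line at the mean of the 3 libraries of a group. NFKBIA reached 68.0 CPM in NC 3 and 127 and 60.2 CPM in antagomir 2 and 3 but 20.9 CPM in antagomir 1, while SMC3 lay between 13.3 and 18.5 CPM with agomir and between 3.97 and 6.39 CPM with antagomir.

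The comparison of agomir with antagomir was meant to span the widest range of miR-125b activity, which was not measured in these libraries. Its fold changes do not rest on the level of the NC libraries, but those libraries enter the shared estimate of spread. Agomir was given at 25 nM and antagomir at 50 nM, so dose and type of oligonucleotide cannot be told apart from miR-125b. Here transcripts of mitotic chromosomes rose with agomir relative to antagomir. TOP2A, the DNA topoisomerase that untangles sister chromatids, rose by 1.70 ± 0.21 (adjusted p = 0.00870), SMC2 by 1.58 ± 0.20 (adjusted p = 0.00870, as for SMC4), SMC3 by 1.54 ± 0.23 (adjusted p = 0.0114), SMC6 by 1.57 ± 0.25 (adjusted p = 0.0127) and the kinetochore motor CENPE by 1.94 ± 0.28 (adjusted p = 0.0111). Others with large rises were LARP7, a subunit of the 7SK complex that restrains transcription elongation, by 1.92 ± 0.33 (adjusted p = 0.0149), PPIG, a nuclear cyclophilin, by 1.92 ± 0.40 (adjusted p = 0.0271), ESF1, of ribosomal RNA processing, by 1.91 ± 0.41 (adjusted p = 0.0320), and UPF3B, of nonsense-mediated decay, by 1.70 ± 0.30 (adjusted p = 0.0161). FAM111B rose by 1.69 ± 0.31 (adjusted p = 0.0179).

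Of the 8 cohesin and condensin genes of the study 6 rose over all genes and 8 when adjusted over the list alone, with a median of 1.35, which again is not independent evidence. STAG2 and PDS5B rose by 1.32 ± 0.28 (adjusted p = 0.0309) and 1.13 ± 0.20 (adjusted p = 0.0169), while STAG1, at 0.92 ± 0.28 (adjusted p = 0.0997), and SGO1, at 0.79 ± 0.26 (adjusted p = 0.120), did not pass over all genes. Of the wider list of 28, 11 rose over all genes, and 14 rose and 1 fell when adjusted over the list alone, with a median of 0.76. Of the 42 kinetochore and mitosis genes 15 rose over all genes and 25 when adjusted over the list alone, with a median of 0.64, among them CENPF by 1.58 ± 0.27 (adjusted p = 0.0137), KIF15 by 1.31 ± 0.19 (adjusted p = 0.0114) and NDC80 by 1.11 ± 0.17 (adjusted p = 0.0126). Without antagomir 1 the median of the wider list was 0.47. With the trend on GC content and length removed 3, 5 and 3 genes of the study's, the wider and the kinetochore list rose, with medians of 0.73, 0.38 and 0.32. With the trend kept, the adjusted p of the 3 lists was 7.62e-08, 7.51e-07 and 2.13e-10 with the preset correlation. It was 0.468 for each with an estimated correlation. With the trend removed, the adjusted p of the 3 lists was 1.1e-06, 8.9e-07 and 1.9e-08 with the preset correlation. It was 0.217, 0.198 and 0.286 with an estimated correlation.

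DNA replication, chaperone and silencing genes took part with fewer members. Of 37 DNA replication genes 3 rose, and 5 when adjusted over the list alone, with a median of 0.15 (adjusted p = 0.0182, and adjusted p = 0.571 with an estimated correlation). The list missed the test without agomir 2 or agomir 3, with medians of 0.07 and 0.09, and its median was 0.24 without agomir 1 and 0.05 with the trend removed, where 2 genes rose. The 3 genes were POLA1, by 1.01 ± 0.15 (adjusted p = 0.0114), RFC1, the large subunit of the clamp loader, by 1.29 ± 0.25 (adjusted p = 0.0198), and ORC3, of the origin recognition complex, by 1.12 ± 0.22 (adjusted p = 0.0217). Of 19 heat shock genes 3 rose, HSP90AA1 by 1.67 ± 0.24 (adjusted p = 0.0109), HSPH1 by 0.86 ± 0.15 (adjusted p = 0.0161) and HSPD1 by 0.84 ± 0.16 (adjusted p = 0.0206). The count was 5 higher and 1 lower when adjusted over the list alone, and the list had an adjusted p of 0.0781. Of 21 genes of the unfolded protein response 1 rose, HSP90B1, by 1.16 ± 0.16 (adjusted p = 0.00990), while the list's median was -0.14 (adjusted p = 0.122). Of 13 genes of microRNA processing and silencing 2 rose, TNRC6A by 0.87 ± 0.15 (adjusted p = 0.0137) and TNRC6B by 0.85 ± 0.17 (adjusted p = 0.0230), with a list median of 0.05 (adjusted p = 0.502).

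By edgeR 8 transcripts fell with agomir relative to antagomir, a count that depended on the setting, with 0 without agomir 2, agomir 3 or antagomir 3, 24 with RLE factors, 49 with the replicate block, 54 without NC 2, 89 with only the 6 libraries compared and 183 with the trend removed and the block. The largest falls with a mean of at least 5 CPM were those of U2AF1L5, with -1.47 ± 0.29 (adjusted p = 0.0231), NR1D1, with -0.81 ± 0.18 (adjusted p = 0.0331), EFNA1, an ephrin ligand induced by inflammatory signals, with -0.67 ± 0.16 (adjusted p = 0.0473), C1orf106, a regulator of epithelial junctions, with -0.66 ± 0.13 (adjusted p = 0.0215), SLC52A3, with -0.53 ± 0.12 (adjusted p = 0.0346), and BCAR1, an adhesion scaffold, with -0.51 ± 0.12 (adjusted p = 0.0473). U2AF1, the paralog of U2AF1L5, has a mean of 117 CPM.

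NF-kB targets had a median of -1.49, and 0 of 37 passed over all genes while 31 fell when adjusted over the list alone. NFKBIA was at -2.11 ± 0.64 (adjusted p = 0.0946), RELB at -1.25 ± 0.37 (adjusted p = 0.0870), RELA at -0.50 ± 0.13 (adjusted p = 0.0545), TNIP1, a partner of TNFAIP3, at -0.70 ± 0.19 (adjusted p = 0.0636), and CCL2 at -6.83 ± 1.93 (adjusted p = 0.0777). Of the 13 chemokines and myeloid growth factors 0 passed over all genes and 9 fell when adjusted over the list alone, with a median of -1.49. Without antagomir 2 the median of the NF-kB targets was -0.88, and without agomir 1 that of the chemokines was -3.24. DESeq2 called 0 higher and 13 lower among the NF-kB targets, and 0 and 5 among the chemokines. Immediate early genes had negative values in all 25 members, a median of -0.64 and 0 genes past the test by edgeR and 8 lower by DESeq2, with FOSB at -1.14 ± 0.33 (adjusted p = 0.0862). The adjusted p of the 3 lists was 1.16e-12, 0.000179 and 1.27e-08 with the preset correlation, and the adjusted p was 0.468 for each with an estimated correlation. In the 9 libraries these lists were high in NC 3, antagomir 2 and antagomir 3.

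Known targets of miR-125b were negative in 24 of 28 members, with a median of -0.21 and 0 past the gene-level test by edgeR and 4 lower by DESeq2 (adjusted p = 0.00191 for the list, and adjusted p = 0.468 with an estimated correlation). BAK1 was at -0.41 ± 0.12 (adjusted p = 0.0915) and BCL3 at -1.34 ± 0.43 (adjusted p = 0.108). LIN28A was at 0.92 ± 0.38 (adjusted p = 0.181). GAPDH and ACTB were at -0.11 ± 0.16 and -0.05 ± 0.19.

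By edgeR 514 genes rose and 8 fell with agomir relative to antagomir, and their libraries did not overlap in any of the 522. DESeq2 called 1043 higher and 422 lower, 516 of them shared. Over all genes the groups did not overlap in 31.2%, against 10% by chance. The 514 genes had a median log2 fold change of 1.08 and a median GC content of 40.8%, and 66.9% of the 522 were in the fifth of genes lowest in GC content. With the trend on GC content and length removed, 158 rose and 39 fell, and 152 of the 158 were among the 514. No gene was called without antagomir 3, and 31 were without agomir 2, 223 without antagomir 1, 281 without NC 1, 305 without agomir 1 and 308 without agomir 3.

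**Figure D2:**
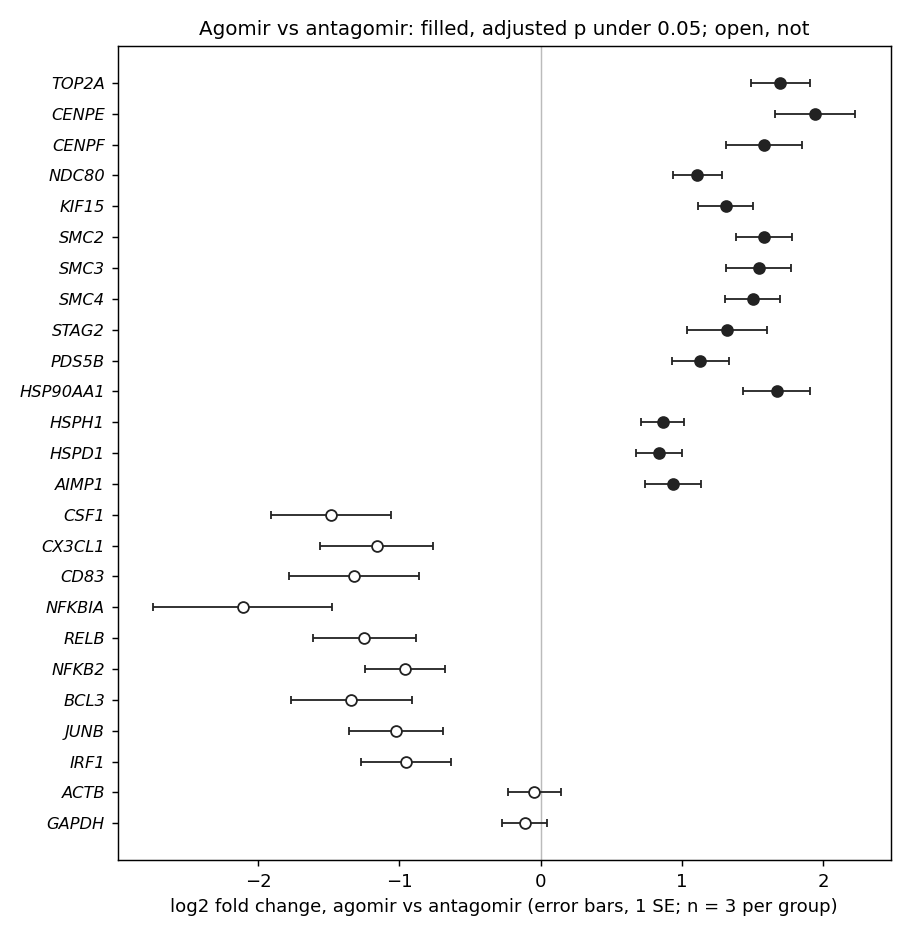
Log2 fold change ± 1 SE of 25 named genes, agomir against antagomir, with 3 libraries per group and filled points for an adjusted p under 0.05 over all genes. Mitotic genes such as CENPE (1.94) and TOP2A (1.70) lie on the right with filled points, while NF-kB genes such as NFKBIA (-2.11) lie on the left with open points.

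**Figure D3:**
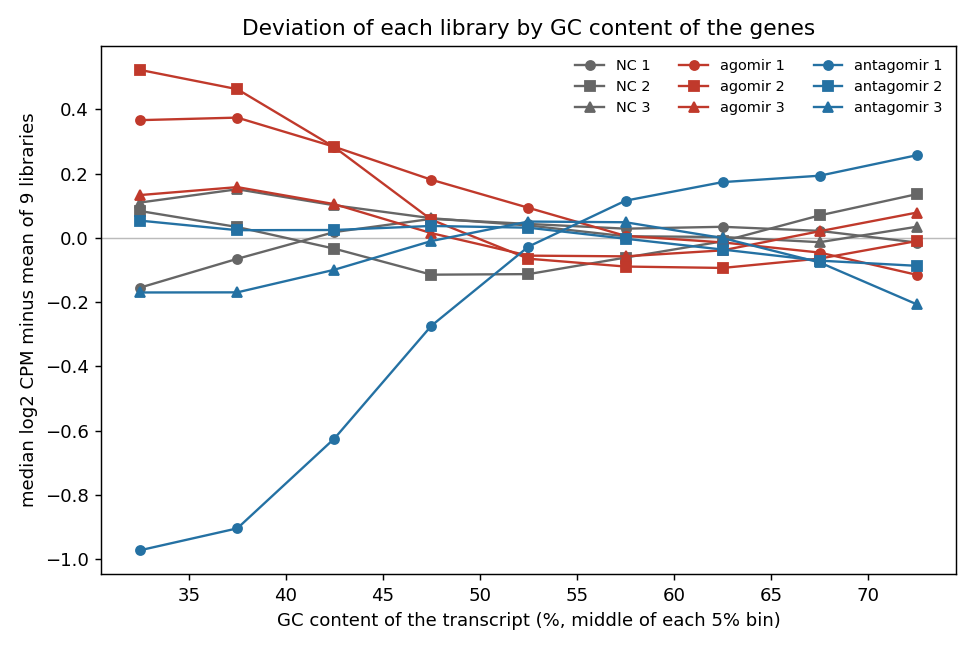
Median deviation of each of the 9 libraries from their mean, in log2 CPM, for genes in bins of 5% GC content, with a line per library and a colour per group. Between 35% and 40% GC content antagomir 1 lies at -0.90 and agomir 1 and 2 at 0.37 and 0.46, while the other 6 libraries lie between -0.17 and 0.16.

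Genes moving in opposite directions in both arms were sought next, since the study grouped its genes by this behaviour. With thresholds of a fold of at least 1.3 on the higher side and at most 0.75 on the lower, each against NC at an unadjusted p under 0.05, 45 genes were higher with agomir and lower with antagomir. They included the cell cycle genes TOP2A, SMC2, SMC4, PDS5B, SGO2, CENPE, NDC80, KIF14, KIF15, the checkpoint kinase TTK, the replication stress factors TOPBP1, RIF1 and ETAA1, and the tumour suppressor APC. The reverse pattern was met by 1 gene, U2AF1L5, at -0.82 ± 0.29 with agomir and 0.65 ± 0.29 with antagomir. These genes were named after their values had been seen, and 39 of the 45 and the 1 belong to the study's list. In 50 sets of simulated unchanged groups, a mean of 0.36 and at most 2 genes met the first pattern and a mean of 0.40 and at most 3 the reverse. From the numbers of genes that passed in each arm, independent calls would overlap in 6.86 genes for the first pattern and 0.119 for the reverse. The simulated genes were drawn independently, without the GC trend or the correlation between genes of the real libraries. The simulated counts thus cannot tell how many genes that structure alone would give. When the adjusted p was used in place of the unadjusted, 0 and 0 genes met the patterns. The 45 became 1 with the trend on GC content and length removed, and 1 without agomir 2, 9 without NC 3, 16 without NC 1, 29 without antagomir 3, 70 without antagomir 1, 88 without NC 2 and 93 without agomir 3.

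All 125 genes of the study's list were tested, 107 higher with agomir and lower with antagomir and 18 the reverse. With agomir 0 of them passed, over all genes or adjusted over the list alone, with a median of 0.48 (adjusted p = 6.04e-34, and adjusted p = 0.468 with an estimated correlation). With antagomir 0 passed over all genes by edgeR, 25 were called lower by DESeq2, and 69 fell by edgeR when adjusted over the list alone, with a median of -0.73 (adjusted p = 1.80e-26, and adjusted p = 0.468 with an estimated correlation). Between agomir and antagomir 89 rose and 1 fell over all genes, and 107 and 18 when adjusted over the list alone (adjusted p = 1.33e-28, and adjusted p = 0.468 with an estimated correlation). The list was chosen on these samples, so these counts are not independent evidence. Its median GC content was 39.4%, and 27 rose and 0 fell with the trend removed.

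The genes by which tumour cells may call in macrophages were of particular interest to the study, which followed CSF1, the macrophage colony-stimulating factor, and CX3CL1, the chemokine fractalkine. CSF1 (gene 1435) was at -0.73 ± 0.43 with agomir (adjusted p = 0.997) and at 0.76 ± 0.41 with antagomir (adjusted p = 0.619), both against NC, and at -1.49 ± 0.42 between agomir and antagomir (adjusted p = 0.0800). CX3CL1 (gene 6376) was at -0.51 ± 0.41 (adjusted p = 0.997), 0.65 ± 0.39 (adjusted p = 0.656) and -1.16 ± 0.40 (adjusted p = 0.128). DESeq2 called both CSF1 and CX3CL1 lower between agomir and antagomir (adjusted p = 0.00854 and 0.0331), and neither against NC. Adjusted over the list alone, a list of 5 genes that the study chose on these samples and that is not independent evidence, 4 genes fell and 1 rose between agomir and antagomir and 0 changed against NC in either arm. CSF1 (adjusted p = 0.0120 over the list alone) and CX3CL1 (adjusted p = 0.0190) fell on this measure, with CD83, a surface protein of activated immune cells, at -1.32 ± 0.46 (adjusted p = 0.0190) and LTA, the cytokine lymphotoxin alpha, at -2.44 ± 0.92 (adjusted p = 0.0221). AIMP1, a cytokine precursor bound to the tRNA synthetase complex, rose by 0.94 ± 0.20 with agomir relative to antagomir (adjusted p = 0.0280 over all genes), the opposite direction to the other 4. Against NC it was at 0.48 ± 0.19 with agomir and -0.46 ± 0.20 with antagomir, neither past the test over all genes. The study, by contrast, names AIMP1 beside CSF1, CX3CL1 and LTA as negatively regulated by miR-125b. The list had an adjusted p of 0.309, 0.106 and 0.0677 in the 3 comparisons. Its median with antagomir passed the preset test without NC 3 or antagomir 1, at 1.23 and 1.10, as it did between agomir and antagomir, at -1.32 and -1.63. With an estimated correlation and all 9 libraries the adjusted p of the last 2 comparisons was 0.571 and 0.543.

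CSF1, CX3CL1 and LTA were weakly expressed, with CSF1 at 0.767 ± 0.468 FPKM (SD over the 9 libraries), CX3CL1 at 1.37 ± 0.748 FPKM and LTA at 1 to 47 counts per library. These are the deposited values. For these and other genes of its list the study gives values that differ in some libraries, most often towards its pattern. It gives CSF1 a higher level in the antagomir library that stands lowest here. Which version is right cannot be told here, so the results apply to the deposited files alone. CSF1 stood at 2.84 ± 1.17 CPM in NC, 1.72 ± 0.383 CPM with agomir and 4.82 ± 2.50 CPM with antagomir (mean ± SD, n = 3 each). CX3CL1 stood at 4.19 ± 2.40, 2.94 ± 0.228 and 6.58 ± 3.03 CPM. CSF1, CX3CL1, CD83 and LTA were high in NC 3 and antagomir 2 and 3, as the NF-kB targets were, and 4 of the 5 genes belong to that list. Antagomir 1, with 2.15 CPM of CSF1, lay within the range of the other NC libraries, 1.90 and 2.47 CPM. It lay above both for CX3CL1 (4.13 against 3.13 and 2.49 CPM) and CD83 (5.74 against 5.15 and 3.25 CPM). The same held for RELB (37.9 against 27.8 and 28.1 CPM) and NFKBIA (20.9 against 17.3 and 16.3 CPM). Over all 37 NF-kB targets, however, its mean level of -0.79 lay between NC 1 at -0.72 and NC 2 at -0.94. Without NC 3 the value of CX3CL1 with agomir was 0.07, and without antagomir 1 the fall of CSF1 between agomir and antagomir passed over all genes, with -1.83 (adjusted p = 0.0323, range over the alternatives 0.00854 to 0.276).

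**Figure D4:**
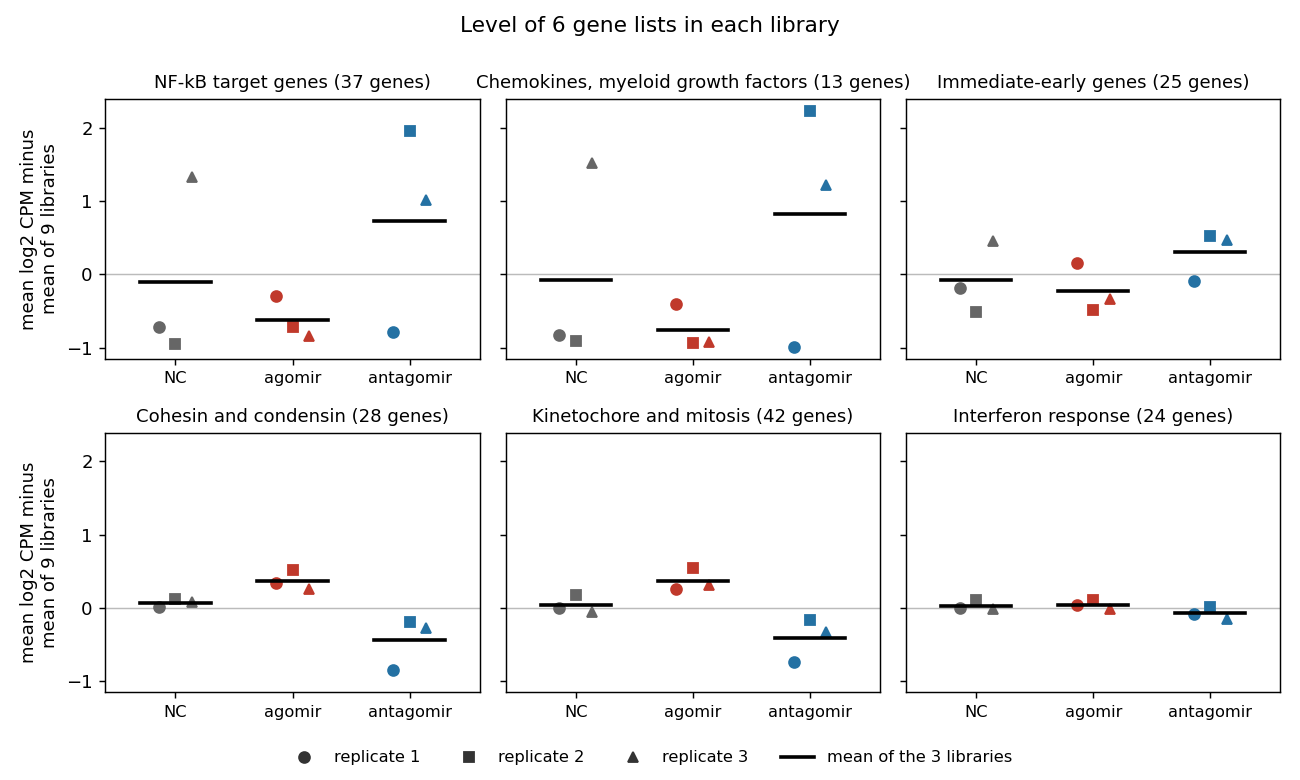
Mean log2 CPM of 6 gene lists in each library, minus the mean of the 9 libraries, with a point per library. NF-kB targets lie at 1.33 in NC 3 and at 1.95 and 1.01 in antagomir 2 and 3 but at -0.79 in antagomir 1, whereas interferon response genes lie between -0.15 and 0.11 in all 9.

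A microRNA acts on transcripts that hold a match to its seed in the 3′ UTR, so transcripts with and without a miR-125b seed match were compared. Against 10407 genes without a match, the mean log2 fold change of 3180 genes with a 7mer or 8mer match differed by -0.03 with agomir (p = 0.0949 by camera with the preset correlation), by 0.06 with antagomir (p = 0.0412) and by -0.08 between agomir and antagomir (p = 0.0244). With an estimated correlation the p-values were 0.626, 0.553 and 0.514. In the 762 genes with an 8mer the differences were -0.05, 0.08 and -0.13. Of the genes with a match 0 passed the test with agomir, 1 fell with antagomir (ZC3H13), and 71 rose and 1 fell between agomir and antagomir. With the trend on GC content and length removed, the differences were -0.01, 0.03 and -0.04. With agomir the difference was 0.000871 without agomir 2, and it passed the preset test, at -0.06 and -0.05, without NC 2 or agomir 1. With antagomir it missed that test without NC 2, at 0.03, or antagomir 3, at 0.04, and between agomir and antagomir without agomir 2, at -0.06, or antagomir 3, at -0.07.

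Both genes that the study followed hold a seed match in the annotated 3′ UTR. CSF1 has the 7mer CTCAGGG on chromosome 1 from 109929138 to 109929144 (GRCh38), in exon 9 of 9, at position 300 of a 3′ UTR of 2154 bases. CX3CL1 has the same 7mer on chromosome 16, from 57384479 to 57384485 and from 57384714 to 57384720, in exon 3 of 3, at positions 1447 and 1682 of 2016 bases.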

Values the study reported

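The study reports 18 genes that were higher with miR-125b antagomir and lower with agomir and 107 genes with the reverse pattern, at fold-change cut-offs of 1.3 and 0.75. By qRT-PCR it reports that antagomir lowered miR-125b by 70% in NCCIT cells and that agomir raised it. In luciferase assays a miR-125b mimic lowered the activity of reporters with the 3′ UTR of CSF1 and CX3CL1 by about 42% and 40%. Reporters with mutated seed sites showed a diminished effect. By western blot and by ELISA of lysates and supernatants it reports less CSF1 and CX3CL1 with agomir and more with antagomir. Those are measures of protein, which was not measured here.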

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

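All alternatives were chosen before the results were seen. Depth was similar in all libraries, and the spread between replicates limited the tests more than counting did. Changes of 2-fold or less were thus often not detectable. For results that moved, the cause was not tested, except that fewer libraries or fewer genes tested change a count by construction.

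With RLE factors totals stayed within 1.5 times, but 24 genes were lower between agomir and antagomir, against 8. With upper-quartile factors the genes lower with agomir and higher with antagomir (the reverse pattern) were 0. By DESeq2 226 genes changed between antagomir and NC and 1465 between agomir and antagomir, the seed-match shift with antagomir was 0.0451 and missed the test, and CSF1 at -1.51 (adjusted p = 0.00854) and CX3CL1 at -1.18 (adjusted p = 0.0331) passed between agomir and antagomir. Without the count filter 72 genes met the first pattern of opposite changes (higher with agomir, lower with antagomir) and 2 the reverse, the seed-match shifts with antagomir and between agomir and antagomir, 0.0404 and -0.0618, missed the test, and CSF1 at -1.49 passed (adjusted p = 0.0418). With at least 5 CPM the reverse pattern held 0 genes, and the shift with agomir, -0.0323, passed. By limma on FPKM in each of the 3 forms 0 genes changed between antagomir and NC and 0 met the reverse pattern. With log2(FPKM + 1), 24 met the first pattern and the shift with agomir was -0.0268 and passed, and without the FPKM filter the shifts of 0.0469 and -0.0677 missed the test. With the replicate block 42 genes changed between antagomir and NC, 840 between agomir and antagomir, 99 met the first pattern and 0 the reverse. With the length and GC trend removed the counts were 0, 197 and, for the first pattern, 1, and the shifts with antagomir and between agomir and antagomir, 0.0274 and -0.0392, missed the test. With the block as well, 7 genes changed between antagomir and NC and 2 met the first pattern, with shifts of 0.0280 and -0.0390 that missed the test. With only the 6 libraries compared 0 genes changed between antagomir and NC, 82 met the first pattern, and CSF1 at -1.50 and CX3CL1 at -1.17 passed (adjusted p = 0.0400 and 0.0423). With adjusted p-values 0 genes met either pattern of opposite changes, and with fits without moderation 0 met the reverse. With an estimated correlation 0 of 66 list tests passed, against 30, and the shifts of 0.0563 and -0.0844 missed the test. The shift with agomir was -0.0494 for 8mers and -0.0511 for genes with at least 2 sites, both past the preset test. With matching on 3′ UTR length it was -0.0726, and -0.16 between agomir and antagomir.

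With each library left out in turn, the count of genes ranged from 0 to 1 (without agomir 3) for agomir against NC, from 0 to 15 (without NC 3) for antagomir against NC and from 0 (without antagomir 3) to 702 (without NC 2) for agomir against antagomir. The first pattern of opposite changes ranged from 1 to 93 genes, the reverse from 0 to 2 (without antagomir 1), and list tests passed from 28 to 38. Seed-match shifts ranged from -0.0596 to 0.000871 with agomir, from 0.0251 to 0.0814 with antagomir and from -0.11 to -0.0580 between agomir and antagomir. CSF1 with agomir ranged from -0.93 (without NC 2) to -0.35 (without NC 3) and with antagomir from 0.37 (without antagomir 2) to 1.14 (without NC 3). CX3CL1 with agomir ranged from -0.76 to 0.0662, with antagomir from 0.22 (without antagomir 2) to 1.23 (without NC 3), CX3CL1 between agomir and antagomir from -1.40 to -0.73, and CSF1 between agomir and antagomir from -1.83 to -1.09. Among lists past the test in the main fit, the direction by camera turned in those that follow, given by their medians. NF-kB targets with agomir ranged from -1.01 to 0.0663 (without NC 3) and immediate early genes with agomir from -0.43 to 0.10 (without NC 3). Ribosomal proteins with antagomir ranged from -0.21 to 0.12 (without NC 2), with 0.01 without antagomir 3. Over all settings, the 66 list results gave 1452 values. Of these, 1275 kept direction and side of the threshold, 68 fell short of it and 40 came past it. In 65 the direction changed for a list that had not passed the test in the main fit, and in 4 for a list that had. The 292 results of named genes other than CSF1 and CX3CL1 gave 6043 values. Of these, 5636 kept direction and side of the threshold, 195 fell short of it and 145 came past it. In 67 the direction changed for a result that had not passed in the main fit, and in 0 for a result that had.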

Other observations

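Of the tests below, the ones on variation within NC, on the interferon genes, on an exchange of libraries, on the trend in each arm, on the library antagomir 1 and on mitotic genes outside the study's list were chosen after the results were seen, while the splits and the seed rank were planned.

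The levels of lineage genes leave the identity of the cells in doubt, since core pluripotency genes, which embryonal carcinoma cells normally express strongly, were low. The name NCCIT is that of the labels and was not tested. Of 22 pluripotency genes in the files, 8 reached 1 FPKM. POU5F1 stood at 1.66 ± 0.489 FPKM, NANOG at 0.922 ± 0.284, SOX2 at 0.690 ± 0.282, LIN28A at 0.288 ± 0.122 and SALL4 at 0.560 ± 0.105 (mean ± SD over the 9 libraries), all core factors of pluripotent cells. DNMT3B, a DNA methyltransferase, and TDGF1, a Nodal co-receptor, stood at 2.71 ± 0.267 and 2.85 ± 0.653, and the epithelial adhesion gene EPCAM at 119 ± 17.4. Epithelial keratins were among the most abundant transcripts, KRT18 in place 2 with 5732 ± 724 FPKM, KRT8 in place 3 with 5497 ± 594 and KRT5 in place 11 with 3449 ± 401, and these were picked after their values were seen. CDX2, a factor of trophectoderm and intestine, stood at 46.2 ± 7.28 FPKM and TUBB3, a neuronal tubulin, at 95.7 ± 12.3. No explanation of these levels was tested, and no other line was considered.

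Several gene groups outside the themes above had small medians. Pluripotency genes had medians of 0.03, -0.26 and 0.29 in agomir against NC, antagomir against NC and agomir against antagomir (adjusted p = 0.237, 0.547 and 0.286 by camera), and differentiation genes -0.06, 0.08 and -0.16 (adjusted p = 0.391, 0.171 and 0.168). Oxidative phosphorylation genes had medians of -0.02, -0.05 and 0.02 (adjusted p = 0.870, 0.804 and 0.802) and replication-dependent histones 0.01, 0.09 and -0.05 (adjusted p = 0.838, 0.0781 and 0.200). Ribosomal protein genes had medians of -0.03, -0.09 and 0.03 (adjusted p = 0.400, 0.0408 and 0.237, the middle one 0.862 with an estimated correlation), and RPL7 and RPS24 rose by 0.96 ± 0.20 and 0.99 ± 0.24 between agomir and antagomir (adjusted p = 0.0296 and 0.0473 by edgeR). The median with antagomir was 0.12 without NC 2 and 0.01 without antagomir 3, and 0.01 with the trend on GC content and length removed (adjusted p = 0.495), and the calls of RPL7 and RPS24 were lost without agomir 2, at 0.79 and 0.78, agomir 3, antagomir 1 or antagomir 3, that of RPS24 also without NC 1 or antagomir 2. Interferon response genes had medians of -0.07 with agomir and -0.03 between agomir and antagomir (adjusted p = 0.217 and 0.547). Heat shock, unfolded protein response and microRNA machinery genes had medians of 0.08, -0.07 and -0.03 with agomir (adjusted p = 0.0251, 0.577 and 0.840, the first 0.468 with an estimated correlation), and those of DNA replication a median of 0.08 (adjusted p = 0.000301, and 0.468 with an estimated correlation). The heat shock list missed the test without NC 3, agomir 2 or agomir 3, with medians of -0.00144, 0.04 and 0.05, and the replication list without NC 3, with 0.04. The unfolded protein response had a median of 0.06 with antagomir (adjusted p = 0.0895). Markers of other cells were low or shared with the line: of the macrophage markers CD74 was highest, at 21.4 FPKM, CSF1R stood at 0.109 FPKM, too low to be tested, and medians of the 6 tested were -0.06, -0.15 and 0.07 (adjusted p = 0.334, 0.811 and 0.870). The 7 fibroblast markers had medians of -0.37, 0.15 and -0.23, the middle one short of the threshold (adjusted p = 0.00392 and 0.0289 for the others, both 0.468 with an estimated correlation), and missed the test with agomir without NC 1, at -0.24, and between agomir and antagomir without agomir 3 or antagomir 3, at -0.26 and -0.22, or with the trend removed, at -0.15 (adjusted p = 0.125). Single markers included COL1A1 at -0.40 ± 0.22 with agomir, and the list's highest, VIM, at 191 FPKM. Lists that missed the test in all 9 libraries but passed it without 1 library included oxidative phosphorylation with agomir, at -0.14 without NC 3, ribosomal proteins with agomir, at -0.15 without NC 3, pluripotency with agomir, at 0.33 without NC 2, and histones with antagomir, at 0.18 without NC 2.

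The mitotic and other genes of the study's list, 107 of which were higher with agomir and lower with antagomir, followed the GC content of the libraries. With the length and GC trend removed, 51.8% of their median with agomir was left (95% interval 47.6 to 53.7). With antagomir 58.3% was left (56.1 to 63.6). Both shares lay above the 50% that the planned test set as its limit, but the intervals leave out the spread between libraries. With the trend kept and antagomir 1, the library with the steepest trend, left out, 75.4% of the median with antagomir was left. The study chose these genes on the same libraries, however, so part of what is left may come from that choice. On 49 mitotic genes outside its list the shares were 47.9% (30.5 to 65.2), 15.6% (-12.0 to 52.5) and 47.7% (1.12 to 68.6). Those 49 are selected the other way, since the genes the study chose for the pattern had been taken out. Their medians before removal were only 0.16 with agomir and -0.15 with antagomir, so shares of them are imprecise. Neither set of genes can decide, and the trend and antagomir 1 stay open as main causes, as does an effect of miR-125b. The genes of the list called between agomir and antagomir went from 89 to 27 with the trend removed, and their medians against NC from 0.48 to 0.25 and from -0.75 to -0.44.

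NF-kB targets, CSF1 and CX3CL1 among them, were lower with agomir and higher with antagomir on average. Within the 3 NC libraries alone their mean level spanned 2.28 on the log2 scale, more than the distances of -0.51 and 0.83 between the means of agomir or antagomir and NC, so variation between libraries within groups may account for the pattern. An interferon-type response to transfected RNA is argued against, since the interferon genes spanned 9.15% of the NF-kB range over the 9 libraries. A response to RNA that raises NF-kB targets without interferon genes was not tested by this. An exchange of NC 3 and antagomir 1 cannot be told apart from other causes: on 200 genes outside the pattern NC 3 lay at 0.659 and antagomir 1 at 0.487 between the other NC libraries (0) and the other antagomir libraries (1), which places neither. On 21 cohesin and condensin genes outside the study's list, with the trend removed, antagomir 1 stood at -0.27, beyond the other antagomir libraries at -0.15 and -0.13, which runs against an exchange, and NC 3 at -0.02, between these and NC 1 and 2 at 0.04 and 0.09. On 28 kinetochore genes antagomir 1 stood at -0.19, again beyond the other antagomir libraries at -0.06 and -0.11 and against an exchange, but NC 3 at -0.07 lay among them, with NC 1 and 2 at -0.02 and 0.08. What keeps an exchange open is the place of NC 3 and that of antagomir 1 on the 200 genes. An effect of miR-125b on NF-kB signalling stays open, and libraries with known transfection dates would be needed to test it.

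Transcripts with a seed match lay slightly lower with agomir, the side that direct repression would predict, without passing the test. Base composition of the 3′ UTR may account for it, since the seed 7mer, present in 2144 genes, stood at the 75.5th percentile of 420 7mers of the same composition by its downward shift, short of the 95th. The percentile was 79.3 with antagomir and 78.6 between agomir and antagomir. Repression of some targets, CSF1 and CX3CL1 among them, stays open, since a mean over 3180 genes says little on a few.

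Other splits of the same 6 libraries into 3 and 3 were also tested. For agomir against NC all 10 splits gave at least as many genes as the real one, which gave 0, and the highest other gave 895. That split set NC 1, NC 3 and agomir 1 against NC 2, agomir 2 and agomir 3. For antagomir against NC 2 of 10 splits gave as many as the real one, which gave 3, and the highest other, NC 1, NC 2 and antagomir 1 against NC 3, antagomir 2 and antagomir 3, gave 378. Both splits point to a structure of the samples besides the treatment. For agomir against antagomir 1 split, the real one, gave as many as 522, and the highest other gave 0. With 10 splits no share under 0.05 can be reached.

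At the folds of the study, with an unadjusted p under 0.05 in both arms as a reading of its rule, 1 gene was lower with agomir and higher with antagomir and 45 were the reverse. Both counts are lower than those the study reports, whose rule on p is not stated in full.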
